A study of Homo sapiens with 12 samples.

How the data were processed

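RNA sequencing was done on 12 libraries from A549, an established human lung carcinoma cell line. The cells were a control line and 2 lines with a knockout of NFE2L1 (called KO1 and KO2). Each was given vehicle (DMSO) or the proteasome inhibitor bortezomib at 200 nM for 4 h, with 2 libraries in each of the 6 groups. Per the labels' protocols, total RNA was extracted on columns, cDNA was primed with random hexamers, and the libraries were made by a sequencing provider. The labels name no aligner, counter, genome build, annotation or strand setting.

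The deposited values are FPKM (fragments per kilobase of gene, scaled to library depth) for 58676 genes, with 1 column per library and a gene length per gene. FPKM multiplied by the deposited length in kilobases summed to 1000000 in every library, so the authors' FPKM were scaled to reads assigned to genes. Multiplying FPKM by length also gave whole multiples of 1 read for 100% of values in each library. This gave the depth, which was 13211608 to 23819258 assigned reads per library. All 58676 gene IDs were in GENCODE release 29 (GRCh38), and 95.3% had the same position there. Coordinates in the text are those of the deposited table.

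Groups were taken from the labels alone. The main model was limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a mean-variance trend) on log2(FPKM + 1). It had 1 mean per group, all 12 libraries in 1 fit and no replicate term. Genes with a mean FPKM of at least 1 over the 12 libraries were tested, which kept 12194 genes (20.8%). A gene was called when its Benjamini-Hochberg adjusted p-value was under 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates the change of low genes. With 2 libraries against 2, an exact two-sided permutation test cannot give a p-value under 0.333. With 2 against 4, a doubled one-sided p cannot go under 0.133. No permutation test was therefore used for single genes.

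The contrasts fitted were bortezomib against vehicle in each line, each KO line and their mean against the control line in vehicle, that mean in bortezomib, the interaction of knockout and bortezomib, and KO1 against KO2 in vehicle. In addition, 4 gene lists (proteasome subunits, heat shock genes, ATF4 targets, and ferroptosis and redox genes) were tested in 5 of the contrasts. The test was limma's camera with an inter-gene correlation of 0.01, adjusted over the 20 tests. All 86 listed genes were found by ID. The low-FPKM filter kept 33 of 35 proteasome genes.

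The replicate suffix in the titles (R1 or R2) gives the pairing of libraries between groups. In each KO group 1 library carries R1 and the other R2. In each control group 1 library carries R2 and the other carries no suffix, so the replicate block had a level of its own for the 2 unnumbered libraries. R1 then occurs only in KO groups and the unnumbered level only in control groups. Contrasts of KO with control lines are therefore tied mainly through the R2 libraries in that block, while bortezomib contrasts and the interaction are not affected in this way. The main design, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined. Further alternatives were chosen after seeing the data. They were a block with the unnumbered libraries on the level of R1, voom (in limma) on the recovered reads with and without the block, leaving out mitochondrial genes, and quantile normalization and the rotation test fry (in limma) with the block.

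The rule for named genes took NFE2L1 and, for bortezomib in the control line, for the mean of the KO lines in vehicle and for the interaction, the 3 largest rises and 3 largest falls among called genes whose replicates did not overlap. Listed genes past the threshold in 1 of these contrasts were added. Other genes named in the text were chosen after their values were seen, or are the extremes of a list.

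The model was tested on simulated data built on 12174 genes, with 200 of them changed 2-fold and the measured mean replicate difference put into every group alike, which favours the block. The fit without the block recovered 0 of the 200, with 0 false calls. The fit with the block by title suffix recovered 163 (81.5%), with 10 false calls. Neither made a call in a contrast with no change.

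Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used to read the table and match the annotation. Intervals for shares of reads are 95% binomial intervals and cover counting error only. The smallest share a library can show was set at 3 reads. Genes whose reads can be shared with an overlapping gene or a near-identical paralog are pointed out as uncertain, because the counting rules are not stated.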

Results

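The transcriptome of A549 lung carcinoma cells was measured in a control line and 2 NFE2L1 knockout lines, each with vehicle or 200 nM bortezomib for 4 h, in 2 libraries per group. NFE2L1 encodes a transcription factor that acts on proteasome subunit genes when the proteasome is inhibited. The design asked how its knockout affects expression with and without the inhibitor. The libraries held 13211608 to 23819258 assigned reads, and 20713 to 23593 genes had an FPKM above 0 in a library. For a gene of 1 kilobase, 3 reads corresponded to an FPKM of 0.126 in the deepest library and 0.227 in the shallowest.

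Pearson's r of log2(FPKM + 1) across genes was 0.842 to 0.92 between the 2 libraries of a group. Between vehicle libraries of different lines it was 0.945 to 0.97 in the 4 pairs compared, of which 3 shared a suffix and 1 paired an unnumbered control library with R1. Mitochondrial genes took 5.4% to 6.8% of reads in the 6 libraries with the suffix R1 or none, and 12.3% to 19.3% in the 6 with R2. The 95% binomial intervals were at most 0.036 percentage points wide. The first principal component (45.1% of variance) separated R2 from the other libraries and the second (26.6%) separated vehicle from bortezomib. The replicate difference, R2 minus its partner, was correlated between groups across genes, which are not independent replicates. Its r was 0.80 to 0.89 over the 6 pairs of KO groups (median 0.825) and 0.70 to 0.89 over all 15 pairs of groups (median 0.81). Results with the replicate suffix as a block are therefore given beside those of the main model, which is meant below by results without the block.

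**Figure D1:**
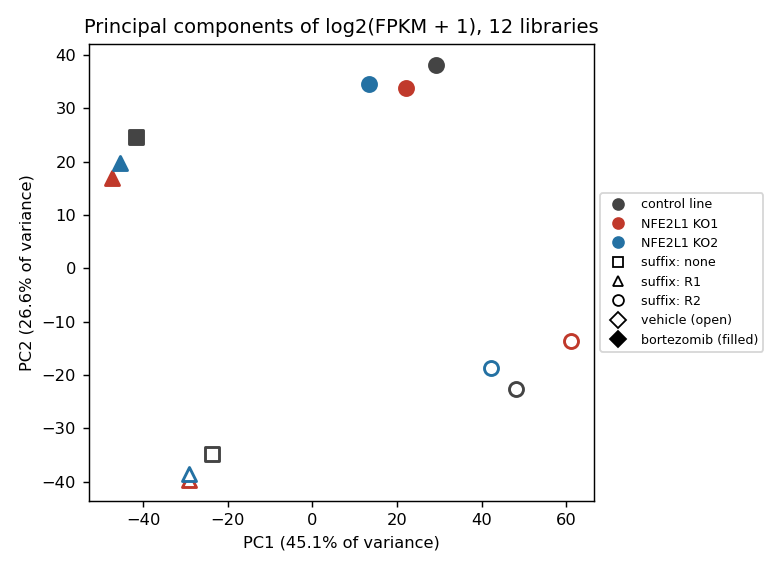
The first 2 principal components of log2(FPKM + 1) over 12194 genes are plotted, with 1 point per library, colour for the line, shape for the title suffix, and open or filled symbols for vehicle or bortezomib. All 6 R2 libraries lie at 13.42 or above on the first axis (45.1% of variance) and the other 6 lie at -23.67 or below, while the second axis (26.6%) parts vehicle from bortezomib.

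NFE2L1 (ENSG00000082641, chromosome 17, 48048329 to 48061487, plus strand) was examined first as the knocked-out gene. In vehicle its FPKM was 112 ± 55.4 (SD, n = 2) in the control line, 11.6 ± 4.51 (SD, n = 2) in KO1 and 26.1 ± 10.6 (SD, n = 2) in KO2. Both libraries of each KO line were below both control libraries. Compared R2 with R2, and R1 with the unnumbered control library, KO1 had 9.82% to 11.6% of the control FPKM and KO2 had 22.3% to 25.6%. The log2 fold change was -3.11 for KO1 (limma, SE 0.53, adjusted p 0.0666) and -2.02 for KO2 (SE 0.53, adjusted p 0.371), so neither passed the threshold in the main model. KO1 did so without a block in 3 alternatives (limma adjusted p 0.0251 to 0.0448). In the fit with the replicate block they were -3.27 (SE 0.19, adjusted p 6.2e-05) and -2.18 (SE 0.19, adjusted p 0.000448), where the pairing check gave a median r of 0.81. That block ties the KO lines to the control line mainly through the R2 libraries, because R1 occurs only in KO groups and the unnumbered libraries only in control groups. With the unnumbered libraries on the level of R1 they were -3.11 and -2.02 (limma adjusted p 1.4e-05 and 0.000173). An unnamed gene overlaps NFE2L1 on the opposite strand, and the strand setting of the counting is not stated. With bortezomib NFE2L1 was higher in both libraries of each line, paired by suffix. The log2 fold change was 0.45 in the control line, 1.39 in KO1 and 0.76 in KO2, with limma adjusted p-values of 0.853, 0.406 and 0.784 without the block and 0.0578, 6e-04 and 0.00906 with it.

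**Figure D2:**
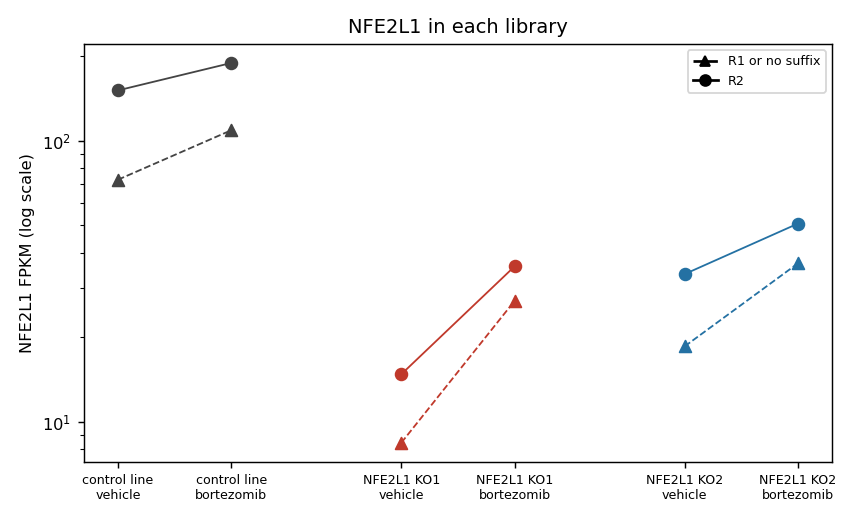
NFE2L1 FPKM is plotted on a log axis for each of the 12 libraries, by line and treatment, with lines joining vehicle and bortezomib libraries of 1 suffix. The 4 control libraries lie between 72.7 and 189, and the 8 knockout libraries between 8.45 and 50.8.

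The response to bortezomib was compared with vehicle within each line. In the control line 57 of 12194 genes were called (28 higher and 29 lower), against 29 in KO1 (19 and 10) and 39 in KO2 (21 and 18). The replicate block moved these counts most, and with voom on recovered reads it gave up to 4584 in the control line. In the planned fit with the block 3952 genes (1958 higher and 1994 lower), 3378 (1694 and 1684) and 3297 (1543 and 1754) were called, with the pairing check at a median r of 0.81. All 57, 29 and 39 genes called without the block were called with it. In total 13 genes were called higher and 7 lower in all 3 lines without the block, and 983 and 1059 with it. The share of higher calls depended on the scaling. After each library's FPKM was rescaled to a common sum, 5 of 14 calls were higher in the control line, 10 of 13 in KO1 and 9 of 13 in KO2. After quantile normalization 31 of 57 were higher in KO1, and without mitochondrial genes 25 of 49 in KO1 and 35 of 83 in KO2. Across genes, which are not independent replicates, the bortezomib log2 fold changes of the control line correlated with those of KO1 at r = 0.77 (rho 0.75) and of KO2 at r = 0.82 (rho 0.81).

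Heat shock genes had the largest rises in the control line. HSPA6 (ENSG00000173110, chromosome 1, 161524540 to 161526910) went from an FPKM of 0.353 ± 0.0742 to 284 ± 95.6 (SD, n = 2 each), a log2 fold change of 7.68 (SE 0.34, limma adjusted p 1.22e-05). HSPA1B (log2 fold change 4.69, limma adjusted p 0.00957) and HSPA1A (4.41, limma adjusted p 0.0217) followed. These 2 genes are near-identical paralogs on chromosome 6 and HSPA6 and HSPA1B are overlapped on their strand by other genes, so the division of their reads is uncertain. The largest falls were in HAS3 (ENSG00000103044, chromosome 16, 69105564 to 69118719), CAV1 and FZD2. HAS3 went from 22.3 ± 14 to 0.907 ± 0.18 (SD, n = 2 each), a log2 fold change of -3.47 (SE 0.44, limma adjusted p 0.0172). CAV1 fell by 2.75 and FZD2 fell by 2.74 on the log2 scale (limma adjusted p 0.0405 and 0.0385). HAS3 and CAV1 have genes on the opposite strand. The limma adjusted p-values of these 6 genes with the replicate block were 0.000118 or lower, the highest being that of CAV1. In addition, 4 ATF4 targets were called in the control line. Their log2 fold changes were 3.51 for SESN2, 2.82 for PPP1R15A, 2.58 for ATF3 and 2.35 for CHAC1.

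The proteasome list was higher with bortezomib in every line. The mean log2 fold change of its 33 genes was 0.67 in the control line (33 genes higher; camera adjusted p 5.57e-05), 0.51 in KO1 (33 higher; 0.000739) and 0.50 in KO2 (32 higher; 0.000374). No single gene of the list was called without the block, adjusted over all genes or over the list alone, and 2, 0 and 0 of the 33 had an unadjusted p under 0.05. With the replicate block the camera adjusted p-values were 2.13e-09, 2.28e-07 and 4.98e-08, and 21, 14 and 14 genes were called over all genes or 22, 17 and 19 over the list alone. The rotation test fry moved these results most and did not pass the threshold in any line (adjusted p 0.813 in each), although with the block it did so in all 3 (adjusted p 0.0202, 0.0465 and 0.0465). Paired by suffix, the rise in the control line was 0.61 (no suffix) and 0.73 (R2), in KO1 0.41 (R1) and 0.61 (R2), and in KO2 0.39 and 0.61. The unpaired list means did not stand clear of the replicates, whose SD within a group was 0.47 to 0.85 (n = 2).

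**Figure D3:**
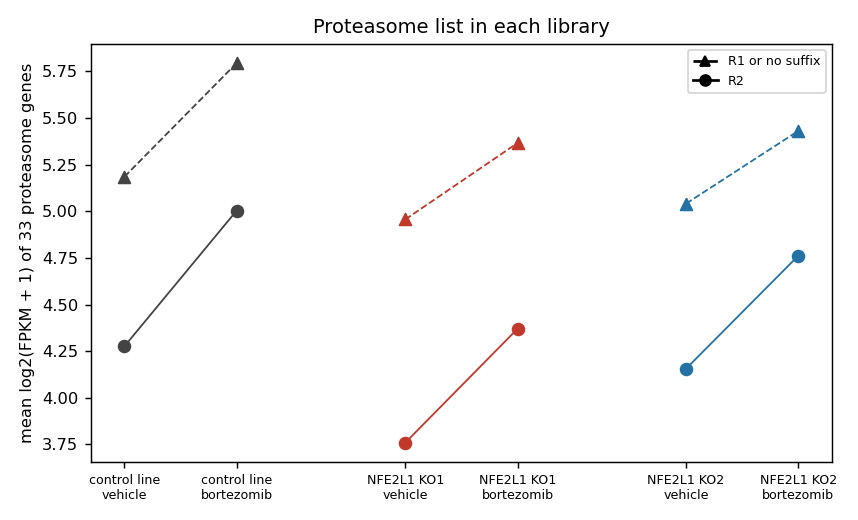
The mean log2(FPKM + 1) of 33 proteasome genes is plotted for each of the 12 libraries, by line and treatment, with lines joining libraries of 1 suffix. Every joined pair rises with bortezomib, by 0.39 to 0.73, and the R2 libraries lie below their partners in all 6 groups.

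Other lists were tested in the same way. The heat shock list (13 genes) rose by a mean log2 fold change of 2.02, 2.38 and 2.31 in the control line, KO1 and KO2 (camera adjusted p 1.27e-10, 2.02e-15 and 1.24e-15, and 2.4e-10, 1.02e-12 and 3.55e-13 with the replicate block). The ATF4 target list (13 genes) rose by 1.71, 2.09 and 1.96 (camera adjusted p 6.7e-13, 1.81e-17 and 7.54e-17, and 1.38e-09, 1.49e-11 and 1.88e-11 with the block). The ferroptosis and redox list (24 genes) changed by 0.07, 0.32 and 0.12. Only the change in KO1 passed the threshold (camera adjusted p 0.0496, and 0.00886 with the block), and it did so in 11 of 15 settings. Its difference from the other lines was not tested.

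The knockout lines were then compared with the control line in vehicle. Without the block 26 genes were called for KO1 (11 higher and 15 lower) and 28 for KO2 (16 and 12), of which 4 were higher and 7 lower in both. The 2 comparisons share the control libraries. For the mean of the KO lines 42 genes were called (21 higher and 21 lower) in vehicle and 20 (9 and 11) in bortezomib. With the replicate block the counts were 725 (378 and 347), 599 (325 and 274), 754 (417 and 337) and 934 (476 and 458), in the same order. The pairing check was at a median r of 0.81, with the same tie through R2. With the unnumbered libraries on the level of R1 the counts were 971, 596, 1001 and 1550. After rescaling to a common sum, 11 of 15 calls for KO2 and 14 of 35 for the mean in vehicle were higher. KO1 and KO2 also differed from each other, at 8 genes without the block (2 higher in KO1 and 6 lower) and 366 with it (172 and 194). Quantile normalization gave 3 higher of 8 in that comparison.

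The largest rises in the KO lines were in DPYSL3, LINC01468 and KRT19, and the largest falls in CPS1, NPTX1 and CDH4. CPS1 (ENSG00000021826, chromosome 2, 210477682 to 210679107) had an FPKM of 59.3 ± 29.8 in the control line, 0.0758 ± 0.0489 in KO1 and 0.553 ± 0.16 in KO2 (SD, n = 2 each), a log2 fold change of -5.45 (SE 0.33, limma adjusted p 0.000222). NPTX1 (-4.00, limma adjusted p 0.00453) and CDH4 (-2.76, limma adjusted p 0.00921) were also lower. DPYSL3 (ENSG00000113657, chromosome 5, 147390811 to 147510056) had 0.714 ± 0.092, 27.6 ± 20.5 and 14 ± 8.37 (SD, n = 2 each), a log2 fold change of 3.43 (SE 0.51, limma adjusted p 0.0297). LINC01468 rose by 3.32 (limma adjusted p 0.000762) and KRT19 by 2.91 (limma adjusted p 0.0225). With the replicate block the limma adjusted p-values of these 6 genes were 0.000507 or lower. CPS1, CDH4 and DPYSL3 are overlapped by other genes.

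The proteasome list was lower in the KO lines in vehicle, with a mean log2 fold change of -0.25 (32 of 33 genes lower; camera adjusted p 0.0033). It was -0.30 with the replicate block (31 lower; camera adjusted p 1.08e-06). No gene of the list was called in either fit, and 0 and 7 had an unadjusted p under 0.05. With the unnumbered libraries on the level of R1, 2 genes were called over all genes and 1 over the list alone, all lower. Paired by suffix, KO1 differed from the control line by -0.23 (R1 against no suffix) and -0.52 (R2), and KO2 by -0.14 and -0.12. Fry gave an adjusted p of 0.867 without the block and 0.212 with it. None of the other 3 lists passed the threshold in this contrast without the block (camera adjusted p 0.0871 to 0.93) or with the block by suffix (0.238 to 0.962). With the unnumbered libraries on the level of R1 the ferroptosis and redox list did (-0.16, camera adjusted p 0.0453).

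The interaction asked whether the response to bortezomib differed between the KO lines and the control line. No gene was called. At an unadjusted p under 0.05 there were 115 genes, where 610 would be given by chance, and the smallest adjusted p was 1. The main model leaves the shared replicate difference in its spread, and in the self-test it recovered 0 of 200 changed genes. Its lack of calls is therefore no evidence of equal responses. The count was also under 610 for KO1 (538), KO2 (433) and their mean (561) against control in vehicle. It was 286 for KO1 against KO2, and above 610 in the remaining contrasts. With the replicate block no gene was called either, with 1305 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0635. The alternative that moved this count most was voom on recovered reads with the block, at 123 genes (41 higher and 82 lower). Of the listed genes, 1 heat shock gene was among the 123. None of the 123 was on the proteasome, ATF4 target or ferroptosis and redox list. The proteasome list's interaction was -0.16 (25 of 33 genes lower) and did not pass the threshold in the main model (camera adjusted p 0.13). It did with the replicate block (adjusted p 0.00598, pairing check 0.81), and also with quantile normalization and no block (-0.19, adjusted p 0.0381). In R1 against the unnumbered control and in R2 it was -0.20 and -0.12 in KO1 and -0.22 and -0.12 in KO2. The gene with the lowest interaction was PSMC4 (-0.60), whose own limma adjusted p was 1 without the block and 0.335 with it. The interaction was 0.32 for the heat shock list (camera adjusted p 0.0383, and 0.00269 with the block). It was 0.31 for the ATF4 target list (camera adjusted p 0.00618, and 0.0119 with the block). Adjusted over the list alone, 0 genes of either list were called without the block and 1 of each with it. Without ATF3 the ATF4 target list did not pass (camera adjusted p 0.0869, and 0.0792 with the block). The interaction was 0.16 for the ferroptosis and redox list (0.128, and 0.0304 with the block). Fry passed none of the 4 list interactions, without the block (adjusted p 0.813 to 0.867) or with it (0.212 to 0.498).

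**Figure D4:**
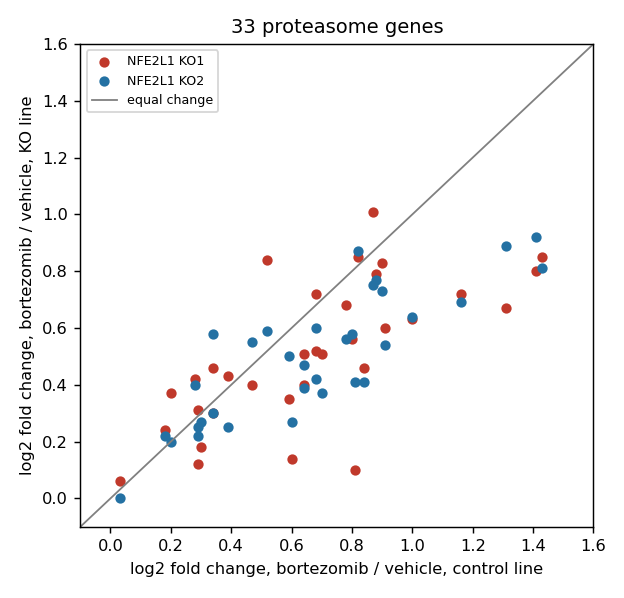
The bortezomib log2 fold change of 33 proteasome genes in KO1 and KO2 is plotted against that in the control line, with 1 point per gene and line and a grey line for equal change. For KO1 22 genes and for KO2 26 genes lie below the line of equal change, and the list's interaction was not past the threshold in the main model (camera adjusted p 0.13).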

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

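The tests of the replicate difference, of correlation between genes and of the adjusted p without ATF3 were chosen after the result was seen. The other tests were chosen before.

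The heat shock list had a larger bortezomib response in the KO lines than in the control line, by 0.32 on the log2 scale (camera adjusted p 0.0383). It was picked out because the response differed between lines by a test of the interaction. The technical explanations were not ruled out. By suffix, the mean interaction of the KO lines was 0.64 in R2 and 0 in R1 against the unnumbered control. The rise with bortezomib was similar in R1 and R2 in KO1 (2.4 and 2.35) and in KO2 (2.26 and 2.36). In the control line it was 2.32 without a suffix and 1.72 in R2. The interaction therefore rests on the lower rise in the R2 pair of the control line. A rotation test that keeps the correlation between genes, fitted with the replicate block, gave p = 0.192, so that correlation also remains a possible explanation. Across 15 settings the adjusted p ran from 0.00103 to 0.867 and passed the threshold in 9. These count the main fit again as the fit of only the groups compared, since the interaction uses all 6 groups. The bortezomib effect differed between KO1 and KO2 by 0.07. Whether 1 gene carried this list was not tested. With 1 control line, an effect of the knockout cannot be told apart from other differences between lines.

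The ATF4 target list had an interaction of 0.31 (camera adjusted p 0.00618), picked out for the same reason. ATF3 had the highest value (1.42). The mean without it was 0.22, but the list then no longer passed the threshold (camera adjusted p 0.0869, and 0.0792 with the block), so the call rested on that gene. By suffix the mean was 0.46 in R1 against the unnumbered control and 0.16 in R2. The sign was the same in both and the size was not, so the replicate difference remains a possible explanation. The rise was 2.04 and 2.14 in KO1 and 1.95 and 1.97 in KO2 (R1 and R2). In the control line it was 1.53 (no suffix) and 1.89 (R2). The unnumbered control library stood out mostly in vehicle, at 4.031 against 3.623 (KO1 R1) and 3.732 (KO2 R1). With bortezomib these levels were 5.565, 5.667 and 5.678. Without the unnumbered control vehicle library the interaction was -0.08, and without its R2 partner 0.7. The rotation test fry, in limma with the block, gave p = 0.127, so correlation between genes also remains. The adjusted p ran from 0.00302 to 0.813 across 15 settings and passed the threshold in 13, the exceptions being fry without and with the block. Here too the main fit is counted again as the fit of only the groups compared. KO1 and KO2 differed by 0.13, and other differences between the lines cannot be separated from the knockout. A stronger ATF4 response in the KO lines is therefore a hypothesis only.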

How the results depend on the processing

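No result for NFE2L1 or the proteasome list reversed under the alternatives that kept both replicates. The ATF4 target list in the KO lines in vehicle did, without passing the threshold. It went from -0.11 (adjusted p 0.386) to 0.07 with the block by title suffix (0.808), 0.11 with voom and the block (0.937), 0.06 with quantile normalization and the block (0.435) and 0.07 with fry and the block (0.638). The bortezomib and knockout changes of the proteasome list kept their direction in 15 settings (the main one included). Several settings reuse the main fold changes, so direction was fixed in advance there. For bortezomib these were both blocks, no trend, only the groups compared, and fry without or with the block. For the knockout they were no trend, only the groups compared, fry without the block, and the unnumbered libraries on the level of R1. Bortezomib kept its side of the threshold in 14 and the knockout in 13. The exceptions were fry, where the means were 0.67, 0.51 and 0.50 for bortezomib (adjusted p 0.813) and -0.25 for the knockout (adjusted p 0.867), and fry with the block for the knockout (-0.30, adjusted p 0.212). With the block, fry passed for bortezomib in the 3 lines (adjusted p 0.0202, 0.0465 and 0.0465). A minimum log2 fold change of 1 removed no call without the block. Where no cause is given below, the cause was not tested.

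The replicate block changed the counts most, and the self-test bears on the cause: without the block it recovered 0 of 200 changed genes, and with it 163. In the order bortezomib in the control line, KO1 and KO2, KO1, KO2 and their mean against control in vehicle, the mean in bortezomib, and KO1 against KO2, the main counts were 57, 29, 39, 26, 28, 42, 20 and 8. With the block by title suffix they were 3952, 3378, 3297, 725, 599, 754, 934 and 366, of which a minimum log2 fold change of 1 left 1053, 814, 853, 401, 379, 333, 336 and 183. With the unnumbered libraries on the level of R1 they were 3968, 3403, 3291, 971, 596, 1001, 1550 and 303. Quantile normalization with the replicate block gave 4146, 3671, 3584, 847, 592, 819, 1165 and 323. Voom with the replicate block gave 4584, 4025, 4036, 1200, 1063, 1248, 1543 and 748, and 123 genes for the interaction in place of 0. Putting the unnumbered libraries on the level of R1 in that voom fit gave 73, of which 72 were among the 123.

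Under those 4 settings, in that order, NFE2L1 passed the threshold in KO1 at -3.27, -3.11, -3.10 and -3.37 (adjusted p 6.2e-05, 1.4e-05, 0.000172 and 4.27e-10). In KO2 it did so at -2.18, -2.02, -2.07 and -2.21 (0.000448, 0.000173, 0.00147 and 1.47e-07). Without the block, KO1 passed after rescaling to a common sum (-3.24, adjusted p 0.0251), without the trend (-3.11, 0.0448) and with voom (-3.25, 0.0365). The proteasome interaction passed at -0.16 with both blocks (adjusted p 0.00598 and 0.00388) and with voom and the block (0.00749). It also passed at -0.19 with quantile normalization alone (0.0381) or with the block (0.000916). Over 15 settings its adjusted p ran from 0.000916 to 0.867, and 5 passed. For an interaction, fitting only the groups compared repeats the main fit, because all 6 groups enter it.

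The interaction of the heat shock list no longer passed the threshold with all genes above 0 (0.30, adjusted p 0.154) or rescaling to a common sum (0.35, 0.0657). The same held for quantile normalization without or with the block (0.20, 0.201 and 0.155). It also held for fry without or with the block (0.32, 0.867 and 0.296). The interaction of the ATF4 target list lost the threshold only with fry, without or with the block (0.31, 0.813 and 0.212). The ferroptosis and redox list in KO1 with bortezomib fell below the threshold after rescaling (0.37, adjusted p 0.0675), quantile normalization (0.31, 0.0516) and fry without or with the block (0.32, 0.813 and 0.0635). Its interaction passed with the block by title suffix (0.16, 0.0304), with the unnumbered libraries on the level of R1 (0.16, 0.0256) and with voom and the block (0.17, 0.0198). Its knockout change in vehicle passed with the unnumbered libraries on the level of R1 (-0.16, 0.0453).

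Without the block, testing all genes above 0 gave 124, 64 and 96 calls for bortezomib in the control line, KO1 and KO2. It gave 55 and 52 for KO1 and KO2 in vehicle, 97 for the mean in bortezomib, 42 for KO1 against KO2, and 7 for the interaction. Quantile normalization gave 142, 57 and 112 for bortezomib, 16 for KO2, 26 for the mean in vehicle and 7 in bortezomib. Rescaling to a common sum gave 14, 13 and 13 for bortezomib, 15 for KO2 and 13 for the mean in bortezomib. Leaving out mitochondrial genes gave 114, 49 and 83 for bortezomib. Fitting only the groups compared gave 219 for bortezomib in the control line and 3 in KO1, 88 for KO2 in vehicle, 2 for the mean in vehicle and 1 in bortezomib, and 0 for KO1 against KO2 (192 at an unadjusted p under 0.05). Dropping the trend gave 16 for KO2, 26 for the mean in vehicle and 5 for KO1 against KO2. A pseudocount of 0.1 gave 9 for KO2 and 5 for KO1 against KO2, and voom without the block gave 3 for KO1 against KO2.

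Leaving out 1 replicate at a time left 1 group with 1 library, so the list and single-gene results of those fits are given as values without a test. The proteasome change with bortezomib ran from 0.21 to 1.12 in the control line, from -0.09 to 1.11 in KO1 and from 0.06 to 0.94 in KO2. The knockout change ran from -0.71 to 0.20 and the interaction from -0.62 to 0.29, so the sign changed in 3 of these 5 results. These fits weigh the suffixes unevenly, and the R2 libraries lie 0.67 to 1.20 below their partners. Compared R2 with R2, and R1 with R1 or the unnumbered control library, each result kept 1 sign (bortezomib 0.39 to 0.73, knockout -0.52 to -0.12, interaction -0.22 to -0.12). In the control line, KO1 and KO2, bortezomib ran from 1.5 to 2.55, 1.91 to 2.84 and 1.90 to 2.72 for the heat shock list. It ran from 1.32 to 2.11, 1.89 to 2.29 and 1.86 to 2.05 for the ATF4 target list, and from -0.28 to 0.42, 0.00 to 0.65 and -0.07 to 0.31 for the ferroptosis and redox list. For these lists in that order, the knockout change ran from -0.14 to 0.31, -0.50 to 0.29 and -0.51 to 0.19. Their interactions ran from -0.21 to 0.84, -0.08 to 0.70 and -0.19 to 0.50. NFE2L1 ran from -3.64 to -2.59 in KO1 and from -2.54 to -1.50 in KO2. Leaving out a KO library gave 6 to 22 calls for the mean in vehicle and 2 to 3 in bortezomib. The interaction gave 0 in all 8 such fits, with 79 to 139 genes at an unadjusted p under 0.05.

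For the 16 other named genes, 181 of 192 values under 12 settings kept their side of the threshold. The other 11 no longer passed it, and 0 reversed. Rescaling to a common sum gave 6 of the 11. They were ATF3, CAV1, CHAC1, HSPA1A, KRT19 and PPP1R15A (limma adjusted p 0.0561 to 0.0869). Fitting only the groups compared gave 4, which were CDH4, DPYSL3, KRT19 and NPTX1 (limma adjusted p 0.104 to 0.267). Testing all genes above 0 gave 1, DPYSL3 (limma adjusted p 0.082). Of 76 values that left out a replicate, 24 moved by more than the replicate SD. Depth did not limit the named genes in the groups where they were high, but several rest on few reads where they were low. CPS1 went down to 8 reads in KO vehicle and to 6 in KO bortezomib libraries. LINC01468 had 10 and 12 reads in control vehicle and 0 and 2 in control bortezomib. HSPA6 had 17 and 18 reads in control vehicle and 6 to 12 in KO vehicle, and in control vehicle ATF3 had 62 and 22 and CHAC1 had 96 and 29.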

Other observations

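The tests of gene length, GC content and gene families for the replicate difference, and of random lists for the proteasome list in vehicle, were chosen before their results were seen. The others were chosen after.

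R2 separated from the other libraries along the first principal component (45.1% of variance), and several technical explanations were tested. Depth was higher in R2 in 4 of 6 groups, so its sign varied while the expression difference did not. Leaving out mitochondrial genes left the median r between groups at 0.8, against 0.81 before. With 16 genes removed of 12194 this could hardly have moved, so the mitochondrial share as a cause was not settled. Spearman's rho of the difference with gene length was 0.1, and with transcript GC content 0.23, over 10637 protein-coding genes. Both were under the 0.3 set beforehand. Gene families did separate. Membrane and secretory families (360 genes) had a median log2 difference of 0.62 and cytosolic families (139 genes) of -0.93, a gap of 1.55 with the same sign in 6 of 6 groups (1.18 to 1.92). The gap was 1.55, 1.43 and 1.74 for genes of low, middle and high GC content. Scaling moved the median difference of all genes from -0.21 to between -0.50 and -0.10. A rescaling of whole libraries nearly cancels in the gap, so scaling was no test of it. The 16 mitochondrial genes tested had a median of 1.30, and 5 nuclear-retained transcripts one of 1.05. A candidate explanation is partial loss of cytosolic RNA from the R2 cells before extraction, for example by leakage. It is a hypothesis, since the labels describe no difference in handling. Proteasome genes are among the cytosolic families, and the mean of their list was lower in R2 in all 6 groups, by 0.67 to 1.20. Whether the 2 have the same cause was not tested.

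The proteasome list was lower in the KO lines in vehicle in all 4 comparisons (R2 with R2, and R1 with the unnumbered control library), the highest of which was -0.12. Of 10000 random lists matched on mean FPKM, 0.32% fell as far, so a shift of genes in general at similar FPKM was not enough to give it. The random lists were not matched on gene family, so they cannot exclude a shift of cytosolic genes. In vehicle, the median log2 difference of cytosolic families (R2 minus partner) was -1.26 in KO1, -1 in the control line and -0.9 in KO2. The list's fall in KO1 was also larger in R2 (-0.52) than in R1 (-0.23). A replicate difference that varies between lines therefore remains possible for part of it. A rotation test that keeps the correlation between genes gave p = 0.117 with the replicate block, so correlated genes remain a possible explanation. KO1 was lower than KO2 by a mean of -0.24, and with 1 control line the knockout cannot be told apart from other differences between lines.

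The interaction of the proteasome list was -0.16. Of 10000 random lists matched on mean FPKM, 0 (0%) fell as far, the lowest being -0.12. These lists were not matched on gene family either. The rotation test fry, in limma with the replicate block, gave p = 0.399, so correlation between genes remains a possible explanation here too.

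Some proteasome genes had low FPKM next to the rest of the list. PSMA6 (mean 0.62), PSMA2 (0.98) and PSMA1 (3.91) ranked 1, 2 and 4 from the lowest of 35, and the median of the other genes was 31.6. All 3 are overlapped on their strand by an unnamed coding gene. They were noticed because they are low, so the tests below are not independent of that. An exact one-sided permutation test over 6545 assignments gave p = 0.000306. PSMD2 (mean 57.25) is also overlapped on its strand, by EIF2B5, and was not low, ranking 25. SEM1 (mean 3.12) was lower than PSMA1 and has no overlapping coding gene on its strand. A low level therefore also occurred without such an overlap. Over all 4 overlapped genes the exact permutation p was 0.0186 (52360 assignments). Reads lost to, or divided with, overlapping genes in the authors' counting are a possible explanation. PSMA2 and PSMA6 dropped out of the tests for this level, and no biological explanation was tested.

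Knockout of NFE2L1 left a measurable transcript. Compared R2 with R2, and R1 with the unnumbered control library, KO1 had 9.82% to 11.6% of the control FPKM in vehicle and 18.9% to 24.8% in bortezomib, and KO2 had 22.3% to 25.6% and 26.8% to 33.7%. The change with bortezomib passed the threshold in no line in the main model (limma adjusted p 0.853, 0.406 and 0.784 in the control line, KO1 and KO2). With the replicate block it passed in the KO lines only (0.0578, 6e-04 and 0.00906). Whether the remaining transcript carries an edit is not analysed here.

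The 123 genes called for the interaction by voom with the replicate block were examined after that count was seen. Of the 82 lower ones, 72 rose with bortezomib in the control line, whose libraries also enter the interaction. IL11 (2.85), CXCL3 (2.83) and CXCL1 (2.24) were higher, among the 15 smallest adjusted p-values. The main model called none of the 123, and no explanation was tested.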
